A study of Mus musculus with 2 samples. Its data were reported in "Regulatory Architecture of the LβT2 Gonadotrope Cell Underlying the Response to Gonadotropin-Releasing Hormone" (2018).

How the data were processed

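LβT2 cells are an immortalised mouse pituitary line with features of the mature gonadotrope, the cell type that secretes luteinising and follicle-stimulating hormone. GnRH is the hypothalamic peptide that acts on these cells. One culture was treated with 2 nM GnRH and one with vehicle, each for 40 min, and about 8000 cells of each were loaded for droplet-based 3′ single-cell RNA-seq (GEM Drop-seq, 10x Genomics chemistry v2). In this assay each captured transcript carries a unique molecular identifier (UMI), so that PCR copies of a molecule are counted once. Per the labels there was 1 vehicle library and 1 GnRH library.

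The authors made raw UMI counts per gene and cell with Cell Ranger version 1.3. The deposited counts were whole numbers with no normalisation, for called cells only, and column names gave the treatment of each of the 3881 cells. The genome build and annotation behind the single-cell counts, the use of strand in counting, and any equalisation of depth between libraries were not stated. The table analysed here held the first 1068 genes, in gene-list order, out of 27998 genes in the list, or 3.81% of it. All 1062 of these genes that could be placed lay on chromosome 1. An incomplete last row was left out. Totals and CPM therefore refer to these analysed genes. They are not the depth of the libraries, and CPM here is not CPM of the whole transcriptome. No per-sample column was left unused.

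Gene positions were taken from GENCODE release M21 (GRCm38) by Ensembl identifier, which matched 27645 of the 27998 listed genes and 1062 of the 1068 analysed genes. The positions are those of this reference and not necessarily of the annotation used for counting. Genes that overlap another annotated gene were treated as uncertain, because reads could be split or misassigned between them. A repeated symbol was replaced by its identifier.

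UMIs were summed per gene over all called cells of a library and scaled to CPM by the library total of the analysed genes. Intervals are 95% intervals: exact Poisson for sums, exact binomial (Clopper-Pearson) for shares of cells, and the exact conditional binomial for a ratio of 2 sums. They cover counting error only. With 1 library per treatment, cells are not replicates, so no test was run, no difference has a replicate check, and no p-value is given. Ratios are GnRH over vehicle. A sum of 0 was set to a floor of 3 counts per library when a ratio was formed, and no ratio was formed where both sums were at or under 3. Genes were called changed by size alone: at least 2-fold, with at least 100 UMIs over both libraries.

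Genes to be named were fixed before the data were examined. They were 13 early genes, a further set of gonadotrope, cell cycle and housekeeping genes that brought the list to 25, and the 10 genes with the largest ratio in each direction among those with at least 100 UMIs. Of the 25 fixed genes, only Btg2 was among the genes analysed here. Of 18 cell type markers, 1 was among them (the fibroblast marker Col3a1), so no clustering into cell types was made. The median ratio of genes raised in the separate bulk RNA-seq experiment of the study was set against 10000 random lists of the same size, each gene drawn from the 20 genes nearest in abundance.

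Variation between cells was measured as the squared coefficient of variation (CV) over the value expected from Poisson counting given the UMI total of each cell. Genes with a mean of at least 0.1 UMI per cell and a ratio of at least 1.5 were counted. To compare shares of cells and phases at equal depth, each cell was thinned at random to 300 UMIs of the analysed genes. This left out 219 vehicle and 108 GnRH cells with fewer. The reproducibility of library means was measured by Pearson correlation of log2(CPM + 1) over genes between 2 random sets of cells of equal size within a library, and over 100 further random divisions. Correlations of genes with Btg2 across thinned GnRH cells were repeated over 20 random thinnings.

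Cell cycle phase was scored after the procedure of the study from 5 gene lists, using list genes that correlated above 0.3 with the mean of their list. Scores were the mean of log2 of counts per 10000 plus 1, scaled across all cells of both libraries within a phase and then across phases within a cell. Each cell took the phase of its highest score. Between 4 and 6 genes per phase were retained here, against lists of 100 to 157 genes. Nucks1 and Cflar each served 2 phases.

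No doublet caller was run. Leaving out the 5% of cells with the highest UMI total of each library served as the alternative. No cell type lacking Btg2 was present to measure UMIs from free RNA, so shares of cells with a Btg2 UMI include any such background. Other alternatives were median-of-ratios and TMM scaling, the mean of CPM per cell, lower count minimums, a higher minimum mean, a plain Poisson expectation, linear CPM, other phase filters and 1 round of scaling. Thinning to 300 UMIs, unscaled means, Btg2 left out of the totals, cells under 300 UMIs left out, and phase scaling within each library were added after the data had been seen. An alternative value was called moved when it left the 95% counting interval of the main value. For a median the interval was that of the order statistics, for the median of the bulk list that of its middle gene, and for the correlation it was the range over the 100 divisions. Counts of genes, Fano factors and variation ratios were called moved when they changed by over 1.5 times. For the difference in a phase share the margin was the wider of the intervals of the 2 shares.

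Each procedure was tested on simulated data. For the GnRH over vehicle ratio, 405 simulated genes had at least 100 UMIs. Of the 110 of them simulated at a 3-fold change, 109 were called, with 0 false calls among the rest. Only Poisson counting error was simulated, so false calls from differences between cultures were not measured. For variation in the vehicle library, 97 of 100 genes given extra variation were found among 345 genes, with 0 false calls. For phase, with 22 list genes, 54.0% of 3881 cells were assigned their simulated phase when list genes were raised 2-fold and 86.7% when they were raised 4-fold, against 20% by chance. For a list of 3 genes raised 4-fold, the percentile was 100 among 409 genes. In simulated GnRH cells that varied only in UMI total, the largest correlation of any of 290 genes with Btg2 after thinning was 0.0701. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16 (TMM factors only) were used.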

Results

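Single-cell transcriptomes of LβT2 gonadotrope cells were compared after 40 min with 2 nM GnRH or with vehicle, in 1 library each. The vehicle library held 1992 called cells and the GnRH library 1889. Over the 1068 genes analysed here, 1062 of them placed on chromosome 1, the vehicle library had 1126320 UMIs and the GnRH library 1118763. These are partial totals and not the depth of the libraries. Vehicle-treated cells had a median of 543.5 of these UMIs (interquartile range 422 to 690) from 159 genes (138 to 181). GnRH-treated cells had a median of 561 UMIs (451 to 703) from 158 genes (140 to 179). Cells with under 300 of these UMIs made up 11.0% of the vehicle and 5.72% of the GnRH library. The medians moved most when those cells were left out, to 572 and 575 UMIs. Of the 1068 genes, 664 had at least 1 UMI, and 409 had at least 100 UMIs over both libraries.

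To assess how closely mean expression was measured, the cells of each library were divided at random into 2 sets. Pearson correlation over the 1068 genes was 0.992 between 2 sets of 996 vehicle-treated cells, with a range of 0.991 to 0.994 over 100 divisions. It was 0.992 between 2 sets of 944 GnRH-treated cells, with a range of 0.990 to 0.993. These values are across genes, which are not independent replicates, and they include 404 genes without a UMI in either library. On linear CPM, the scale that moved them most, the values were 1.000 in both libraries.

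The first question was which transcripts differed between GnRH-treated and vehicle-treated cells. Of the 409 genes with at least 100 UMIs, 5 were at least 2-fold higher in the GnRH library and 0 were at least 2-fold lower. Lowering the minimum moved these counts most: with no minimum but 1 UMI, 22 genes were higher and 14 lower. The ratio of 392 of the 409 genes was within 1.5-fold. Of the remaining 17, 10 were higher and 7 lower in the GnRH library. The median log2 ratio of the 409 genes was -0.09, with an interquartile range of -0.19 to 0.00. TMM scaling moved this median furthest, to -0.0033, and the same 5 genes were at least 2-fold higher under it.

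Btg2 differed most. Btg2 (ENSMUSG00000020423) is a protein-coding early response gene on the minus strand of chromosome 1, from 134075170 to 134079120 in GRCm38, with no overlapping annotated gene. It had 1049 UMIs in the vehicle library and 33510 in the GnRH library. This corresponds to 931 CPM (95% Poisson interval 876 to 989) and 29953 CPM (29633 to 30275) of the analysed genes, a 32.2-fold difference (log2 ratio 5.01, interval 4.92 to 5.10). Btg2 took 0.0931% of the analysed UMIs in the vehicle library and 3.00% in the GnRH library.

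Coq10b (ENSMUSG00000025981; chromosome 1, 55052770 to 55072702, plus strand) rose from 709 to 3355 UMIs, or from 629 CPM (584 to 678) to 2999 CPM (2898 to 3102). Its log2 ratio was 2.25 (2.13 to 2.37). The gene overlaps a processed pseudogene on the same strand, Gm17971, and a transcript on the opposite strand, so the assignment of its reads is uncertain. Neurl3 (ENSMUSG00000047180; chromosome 1, 36264597 to 36274679, minus strand, no overlapping gene) had 13 UMIs in the vehicle and 110 in the GnRH library. Its log2 ratio was 3.09, with a wide interval of 2.26 to 4.04 because of the low vehicle count.

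Fhl2 (ENSMUSG00000008136; chromosome 1, 43123074 to 43196984, minus strand) had 207 and 723 UMIs, a log2 ratio of 1.81 (1.59 to 2.04). Ptprn (ENSMUSG00000026204; chromosome 1, 75247027 to 75264502, minus strand) had 916 and 2117 UMIs, a log2 ratio of 1.22 (1.11 to 1.33). Fhl2 overlaps a processed pseudogene and Ptprn an antisense gene, both on the opposite strand, and both are uncertain to that extent because the use of strand in counting was not stated. The 5 genes were at least 2-fold higher under each of the 7 alternative scalings and cell filters, and Ptprn had the lowest log2 ratio of the 5 in each, from 1.19 to 1.31.

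**Figure D1:**
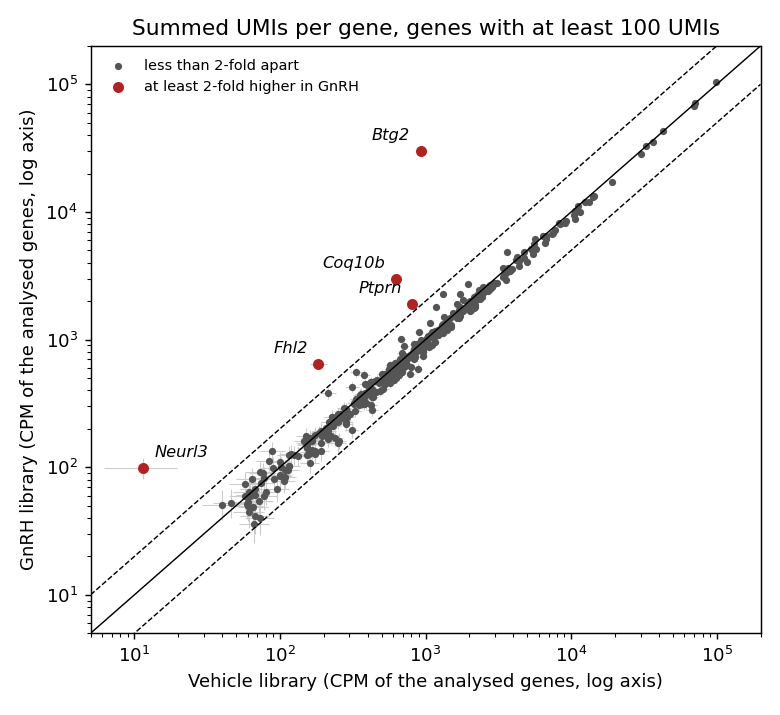
Each point is 1 of the 409 genes with at least 100 UMIs, with its CPM of the analysed genes in the vehicle library (x, log axis) and the GnRH library (y, log axis); grey bars are 95% Poisson intervals, the solid line marks equal values and the dashed lines a 2-fold difference. The 5 red points, Btg2, Neurl3, Coq10b, Fhl2 and Ptprn, lie above the upper dashed line, and no gene lies under the lower one.

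The next largest increases were those of 2810459M11Rik (log2 ratio 0.82), Bag2 (0.80), Tmem198 (0.72), Ppp1r15b (0.61) and Bok (0.59). Bag2, the most abundant of these, had 1485 UMIs in the vehicle and 2561 in the GnRH library (interval of the log2 ratio 0.70 to 0.89). Tmem198 overlaps the protein-coding gene Obsl1 on the opposite strand, and Bag2 and Ppp1r15b each overlap an unclassified transcript there. The 10 largest decreases ranged from a log2 ratio of -0.90 to -0.55. Dner had the lowest ratio, with 75 vehicle and 40 GnRH UMIs (interval -1.49 to -0.32). It was followed by Gm15834 (-0.86), Lemd1 (-0.71), Arhgef4 (-0.71), Carf (-0.68), Tmem177 (-0.65), Gm20342 (-0.61), Cops7b (-0.58), Gm28800 (-0.56) and Bcs1l (-0.55). Among these, Cops7b had the most UMIs, with 997 in the vehicle and 663 in the GnRH library (interval -0.72 to -0.44), and no annotated gene overlaps it. Dner, Gm15834, Lemd1, Arhgef4, Carf, Gm20342 and Gm28800 overlap other annotated genes.

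A second question was how the single-cell libraries relate to genes that the study found raised by GnRH in separate bulk RNA-seq libraries. The bulk cells were serum starved and were given a higher dose of GnRH for a slightly longer time. That list also had a higher fold cut-off than the 2-fold used here, so genes raised less strongly could miss it. Of the 108 raised genes on that list, 5 were among those analysed here and 3 of them, Btg2, Coq10b and Neurl3, had at least 100 UMIs. Their median log2 ratio was 3.09, at percentile 100 of 10000 random lists of 3 genes matched on abundance. The highest random median was 0.36. The other 2 genes are long non-coding RNAs with no overlapping annotated gene. Gm7967 (ENSMUSG00000100009; chromosome 1, 98589517 to 98607384) had 13 vehicle and 73 GnRH UMIs, a log2 ratio of 2.50 (1.64 to 3.48). Gm28321 (ENSMUSG00000100816; chromosome 1, 50815375 to 50817701) had 0 vehicle and 30 GnRH UMIs. Against a floor of 3 counts in the vehicle library, Gm28321 was at least 10.1-fold higher, a value that leaves out the counting error of its GnRH level, 26.8 CPM (18.1 to 38.3). With at least 20 UMIs as the minimum, the 5 genes had the same median, 3.09, again at percentile 100. A list chosen for large increases is likely to rank high. These percentiles describe the 2 libraries and are not a test.

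The study asked how individual cells differ in their response to GnRH. Among the early genes fixed for this purpose, Btg2 was the one analysed here. At least 1 Btg2 UMI was found in 634 of 1992 vehicle-treated cells, or 31.8% (95% exact binomial interval 29.8 to 33.9%). It was found in 1836 of 1889 GnRH-treated cells, or 97.2% (96.3 to 97.9%). After thinning to 300 UMIs per cell, which left 1773 vehicle and 1781 GnRH cells, the shares were 20.7% (18.8 to 22.7%) and 95.2% (94.1 to 96.1%). No cell type that should lack Btg2 was present, so the part of the vehicle share that comes from free RNA is not known. The median was 0 UMIs per cell in the vehicle library, with a mean of 0.527, and 14 UMIs in the GnRH library, with a mean of 17.7 and an interquartile range of 5 to 27.

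Btg2 varied between cells by more than Poisson counting gives. In the GnRH library its Fano factor (variance over mean) was 12.5, against 3.48 expected from counting and the UMI totals of the cells, and its CV was 0.840 against 0.443. In the vehicle library the Fano factor was 2.12 against 1.09 and the CV 2.01 against 1.44. Of the GnRH-treated cells, 2.81% had no Btg2 UMI, against 0.0584% expected. Of the vehicle-treated cells, 68.2% had none, against 60.4% expected. In the vehicle library 95.5% of cells had 2 or fewer Btg2 UMIs. The same was true of 262 of 1889 GnRH-treated cells, or 13.9% (12.3 to 15.5%). Thinning to 300 UMIs moved the Fano factor most, to 5.60 in the GnRH library against an expectation of 1 and to 1.49 in the vehicle library.

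**Figure D2:**
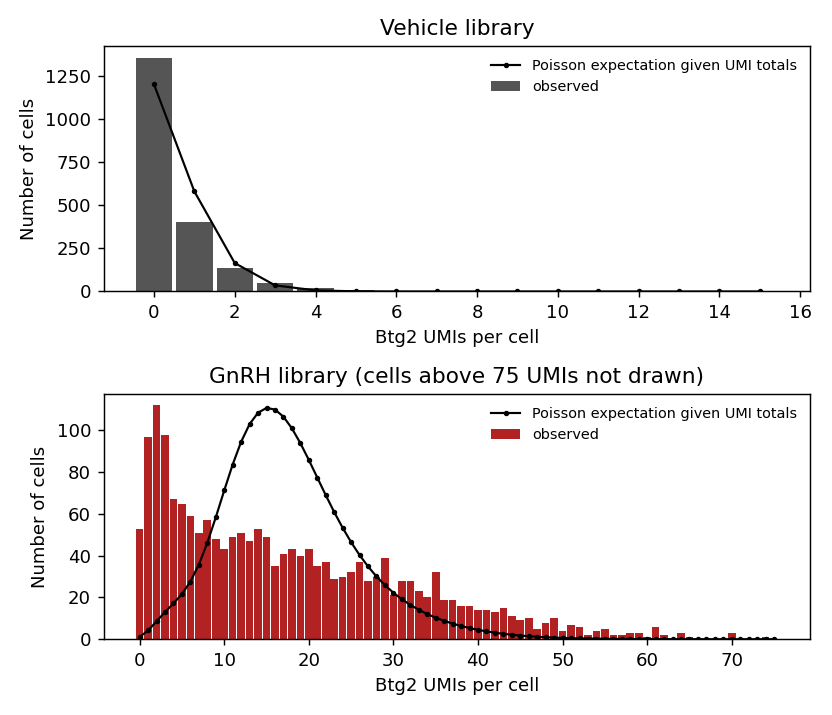
Bars show the number of cells (y) with each number of Btg2 UMIs (x) in the vehicle library (top) and the GnRH library (bottom), and the line is the Poisson expectation given the UMI total of each cell; 5 GnRH cells above 75 UMIs are not drawn. In the GnRH library the tallest bar, 112 cells, is at 2 UMIs, where 8.58 cells are expected.

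Genes other than Btg2 were compared with the same expectation. Of 344 genes with a mean of at least 0.1 UMI per cell in the vehicle library, 20 had a squared CV at least 1.5 times the Poisson expectation. In the GnRH library 23 of 342 did, and 18 genes did in both. The median gene was at 1.07 times the expectation in each library. The plain Poisson expectation, without the spread of UMI totals, moved the counts most, to 67 and 62. Akr1cl had the highest ratio in both libraries, 4.46 in the vehicle and 4.58 in the GnRH library, at means of 0.410 and 0.366 UMIs per cell. It was followed by Igfbp5, at 3.96 and 4.42. Btg2 was at 1.95 in the vehicle library, the seventh highest ratio, and at 3.59 in the GnRH library, the third highest. After thinning to 300 UMIs, Btg2 was at 1.49 in the vehicle library, under the threshold of 1.5, and at 5.60 in the GnRH library. Its vehicle mean fell to 0.279 UMIs per cell with thinning, which by itself lowers such a ratio. Ptprn, Carf, Tns1, Sag and Mdm4 were past the threshold in the GnRH library alone, and Sgol2a and Dbi in the vehicle library alone. Apart from Btg2, Ptprn and Carf, these names were chosen after the values were seen.

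**Figure D3:**
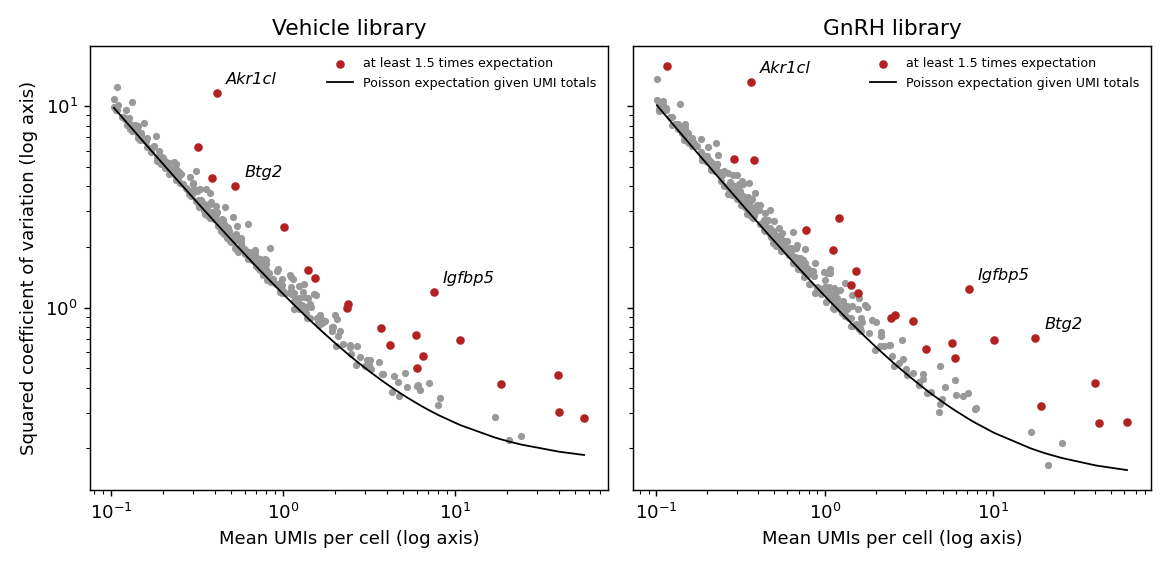
Each point is a gene with a mean of at least 0.1 UMI per cell, with its mean UMIs per cell (x, log axis) and squared CV (y, log axis) in the vehicle library (left) and the GnRH library (right); the line is the Poisson expectation given UMI totals. The red points, 20 on the left and 23 on the right, are at least 1.5 times above the line.

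The last question was whether the stage of the cell cycle influences the response. Phase calls rested on 4 to 6 genes per phase and were weak: after thinning to 300 UMIs, 57.6% of cells in each library kept their phase. Shares of vehicle-treated cells were 21.5% in G1/S (19.7 to 23.4%), 19.9% in S (18.2 to 21.8%), 17.0% in G2/M (15.3 to 18.7%), 18.1% in M (16.4 to 19.8%) and 23.5% in M/G1 (21.7 to 25.5%). Shares of GnRH-treated cells were 22.9% (21.04 to 24.89%), 21.1% (19.3 to 23.0%), 16.6% (14.9 to 18.3%), 20.2% (18.4 to 22.1%) and 19.2% (17.5 to 21.1%) in the same order. M/G1 was the phase whose share differed most, by -4.33 percentage points in GnRH against vehicle. After thinning this difference was -1.62 points, with 22.4% of vehicle-treated (20.5 to 24.4%) and 20.8% of GnRH-treated cells (18.9 to 22.7%), and the intervals overlapped. The largest difference after thinning was in S, at 1.71 points.

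Btg2 was higher in the GnRH library in each of the 5 phases. The log2 ratio was lowest in G2/M, at 4.45 (4.27 to 4.64), and highest in M/G1, at 5.38 (5.17 to 5.59). In G1/S it was 5.09, in S 5.13 and in M 4.97. The vehicle level was highest in G2/M, at 1258 CPM (1106 to 1424), and lowest in M/G1, at 759 CPM (655 to 874). In the GnRH library G2/M had the lowest level, 27531 CPM (26795 to 28282), and M/G1 the highest, 31591 CPM (30831 to 32366). Btg2 varied more than Poisson within each phase, so these counting intervals are too narrow for a difference between cells of 2 phases. After thinning, the lowest ratio was 4.63, again in G2/M, and the highest was 5.24, in M, outside the unthinned interval of that phase (4.77 to 5.17).

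**Figure D4:**
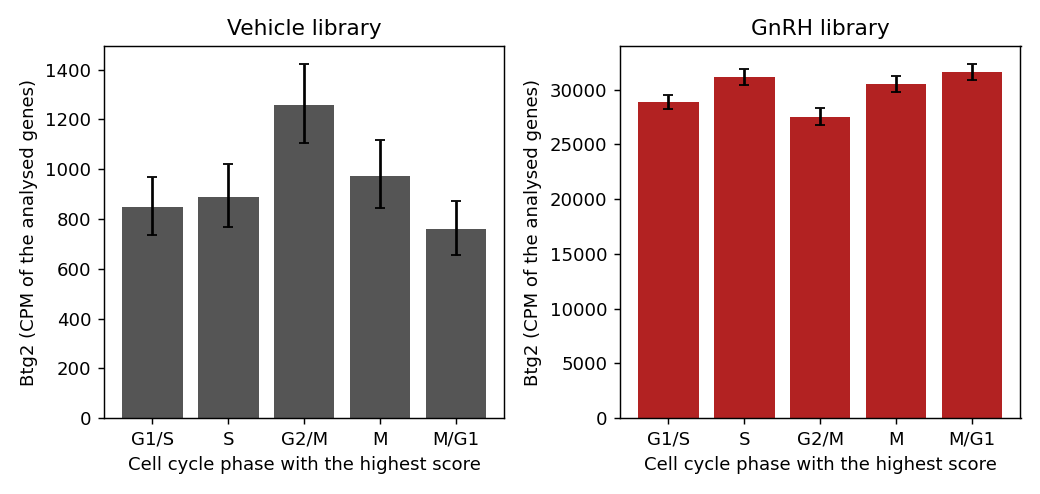
Bars show Btg2 in CPM of the analysed genes (y, from 0) for cells assigned to each cell cycle phase (x) in the vehicle library (left) and the GnRH library (right), with 95% Poisson intervals; the y axes differ. The vehicle bars run from 759 to 1258 CPM and the GnRH bars from 27531 to 31591 CPM.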

Values the study reported

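The study reported good data for 1,992 cells of the vehicle sample and 1,889 of the GnRH sample, from about 8,000 cells at the start of each. It gave a correlation coefficient above 0.99 between means of random subgroups of cells, over its whole transcriptome. With phase lists over the whole transcriptome, the study found no significant change of Egr1, Fos, Junb or Gdf9 with phase. None of these genes was analysed here. The study described the spread of cells over the phases as comparable between treatments. It concluded that the response to GnRH was not affected by the cell cycle.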

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

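Thinning to 300 UMIs per cell, unscaled means, Btg2 left out of the totals, cells under 300 UMIs left out, and phase scaling within each library were chosen after seeing the data. No paired analysis was possible because each treatment had 1 library and no result came from a test.

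No log2 ratio of the 20 genes with the largest ratios, and no median ratio, changed sign under the alternatives run. The same 5 genes stayed at least 2-fold higher and 0 lower under median-of-ratios, TMM, mean CPM per cell, unscaled means, Btg2 left out of the totals, and both cell filters. Of the 20 genes with the largest ratios, 1 left its counting interval under any of these: Btg2 under TMM, at a log2 ratio of 5.10. With at least 20 UMIs as the minimum, 9 genes were higher and 1 lower, and with no minimum 22 were higher and 14 lower, because more genes with low counts were included. One of the 9, Ica1l, had 21 UMIs and an interval of -0.40 to 2.56. The median log2 ratio moved to -0.0140 under median-of-ratios, -0.0033 under TMM, -0.0280 unscaled and -0.0523 with Btg2 left out of the totals. The largest of these shifts was 0.09. Median-of-ratios and TMM centre the genes by construction, the unscaled value differs by the ratio of mean UMIs per cell (592 in the GnRH and 565 in the vehicle library), and the last leaves out Btg2. The median ratio of the bulk list was 3.18 under TMM, which shifts all genes alike and so cannot change its percentile. With at least 20 UMIs it was 3.09, at percentile 100.

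Median UMIs per cell moved to 531 and 549 in the vehicle and GnRH libraries without the 5% of cells with most UMIs. Without cells under 300 UMIs they moved to 572 and 575, and median genes to 163 and 160. Both follow from the cells left out. Thinning to 300 UMIs lowers depth, and took the share of cells with Btg2 to 20.7% and 95.2%. In the GnRH library the Fano factor of Btg2 moved to 5.60, and its squared CV over expectation to the same value because depth no longer varies. Leaving out the cells with most UMIs left both measures within 1.5 times in each library.

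Genes above Poisson variation numbered 67 and 62 under the plain expectation, which has no term for UMI totals and included all 20 and 23 of the main counts. After thinning there were 12 and 14, all among the main ones, out of 302 and 293 genes that still had the minimum mean. Thinning lowers the mean of each gene and so raises the Poisson part of its expected variation. The same extra variation can then give a lower ratio. How much of the drop this explains was not tested. Btg2 in the vehicle library was no longer among them, at 1.49 times the expectation. Its mean fell from 0.527 to 0.279 UMIs per cell, and its expected CV rose from 1.44 to 1.89. The drop is therefore not evidence that its extra variation came from unequal depth. The correlation between random sets of cells moved to 0.99993 and 0.99988 on linear CPM, which follows abundant genes, and to 0.9974 and 0.9978 over genes with a mean of at least 0.1 UMI.

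The M/G1 difference moved from -4.33 to -1.62 percentage points after thinning and to -2.37 with scaling within each library. The cause was not tested. Without the correlation filter it was -4.38. A correlation of 0.2 gave the same calls, and 1 round of scaling cannot change them, since the second round keeps the order of phases within a cell. After thinning the phase that differed most was S, by 1.71 points, and the small G2/M difference went from -0.40 to 0.84 points with scaling within each library. The Btg2 log2 ratio was lowest in G2/M under each alternative. After thinning it left its counting interval in S, at 4.88, and in M, at 5.24, which became the highest. The ratios of the other phases, and all 5 under the other alternatives, stayed within their intervals.

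Some alternatives fixed at the start were not run. Thinning to 5000 or 2000 UMIs needs more UMIs than any cell had in the analysed genes (at most 1803), and a fixed minimum of 1000 or 3000 UMIs per barcode needs whole-library totals, which were not used here. Low-abundance genes, with wide counting intervals, and phase calls, which rested on few genes per phase, remain uncertain.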

Other observations

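The tests on the share of cells without Btg2, on the correlation of Btg2 with Coq10b after thinning, with genes of like abundance and with the other raised genes, on Btg2 by phase in the vehicle library, and on the median ratio without Btg2 were chosen after these results, or closely related correlations, had been seen. The tests on abundant transcripts and on the most abundant genes were written down before their results. With 1 library per treatment, each pattern is a hypothesis about these 2 libraries.

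A part of the GnRH-treated cells had a Btg2 count within the range of 95.5% of vehicle-treated cells: 262 of 1889 had 2 UMIs or fewer. Of these, 53 had 0, 97 had 1 and 112 had 2 UMIs. In the vehicle library 1358 cells had 0, 406 had 1 and 139 had 2. As a group the 262 cells were thus in the vehicle range but above the vehicle level. They had fewer UMIs of all analysed genes, with a median of 436.5 against 586 in the other GnRH-treated cells, which could account for some of them. Few captured UMIs alone do not give the pattern. After each cell was thinned to 300 UMIs, 4.83% of GnRH-treated cells had no Btg2 UMI, against 0.0124% expected from Poisson counting. Cells of another type were weighed next. Transcripts with at least 5000 UMIs that were not among the raised genes numbered 74. Of these, 0 differed by 2-fold between the cells with 2 or fewer Btg2 UMIs and the others. This argues against a cell type that lacks any of these transcripts making up most of those cells. A type in a smaller part of them, or one set apart by other genes, was not excluded. The largest differences were in Tns1 (log2 ratio -0.81) and Ecel1 (-0.79), both lower in the cells with few Btg2 UMIs. The other raised genes were also lower in those cells. Coq10b was at 1334 CPM there and 3179 CPM in the other GnRH-treated cells, against 629 CPM in the vehicle library. A weak or late response in part of the cells is a hypothesis that stays open. So does the part played by free RNA, which was not measured.

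Btg2 and Coq10b varied together across GnRH-treated cells. Pearson correlation of log2(UMIs + 1) was 0.528 over all 1889 cells, and 0.350 over the 1781 cells thinned to equal depth, so the number of captured UMIs does not account for it. In thinned vehicle-treated cells it was -0.0398. However, 79.3% of those cells had no Btg2 UMI, which limits any correlation, so a lack of covariation there is not shown. A tendency of all transcripts of a cell to vary together was tested without thinning, which would remove it. The median correlation with Btg2 of 50 genes of like abundance, none of them raised by 2-fold or more, was 0.169, so part of the 0.528 is shared by transcripts in general. The highest of them, Tns1, reached 0.342, and 0 of 50 correlated with Btg2 as strongly as Coq10b, which argues against this as the whole cause. A shared strength of response per cell is a candidate explanation that stays open. Under it the other raised genes follow Btg2. In this thinning 3 of 3 correlated with Btg2 above 95% of genes of like abundance: Ptprn at 0.180, Neurl3 at 0.108 and Fhl2 at 0.0597. Over 20 further random thinnings Ptprn and Neurl3 did so in 20, and Fhl2 in 12. The value of Fhl2 was also under the 0.0701 reached in simulated cells that varied only in UMI total, so Fhl2 does not stand apart. Cells are not replicates, and a shared strength of response in another culture was not tested.

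The median log2 ratio of genes lay below 0. Btg2 took 3.00% of the analysed UMIs of the GnRH library, which lowers the CPM of other genes. With Btg2 left out of the totals and the list, the median over the other 408 genes was -0.0533 (95% order-statistic interval -0.0670 to -0.0341). Under scaling to total UMIs, Btg2 may therefore account for part of the shift and not for all of it. Leaving out the 10 most abundant other genes too gave -0.0274 (-0.0411 to -0.0072). The interval treats genes as independent, and the spread between libraries is not known. The remainder also depends on the scaling. With Btg2 kept, the median was -0.0280 for unscaled means, -0.0140 under median-of-ratios and -0.0033 under TMM. Median-of-ratios and TMM centre the genes by construction. A remainder of this size has no replicate to be compared with, and no biological explanation was tested.

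In the vehicle library Btg2 was 1.66 times as high in cells assigned to G2/M as in those assigned to M/G1. These phases were picked as the highest and lowest of 5, and Poisson intervals are too narrow between cells, so chance was not excluded. Nucks1 is in both phase lists and varied more than Poisson. With Nucks1 left out of the lists the same ratio was 1.53, at 1095 CPM (956 to 1249) against 714 CPM (616 to 824). The phases stayed the highest and the lowest of the 5. However, M was at 1027 CPM (897 to 1171), so the first place of G2/M was within counting error. The difference between G2/M and M/G1 remained, which argues against Nucks1 as its whole cause. Chance stays open. In the GnRH library the order of G2/M and M/G1 was the opposite. A link of basal Btg2 to cell cycle phase is a hypothesis that may not hold where more phase genes are used.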
